A study of Rattus norvegicus with 27 samples. Its data were reported in "A Systems Biology Approach Identifies a Regulatory Network in Parotid Acinar Cell Terminal Differentiation" (2015).

How the data were processed

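Acinar cells of the rat parotid, the serous salivary gland, were captured by laser from tissue sections of Sprague Dawley rats at 9 ages, with 3 arrays per age and 27 arrays in all. The ages were embryonic days E18 and E20, the day of birth (P0) and postnatal days P2, P5, P9, P15, P20 and P25. Per the study's methods each array stood for its own litter, heads were sectioned up to P5 and the dissected gland at the later ages. Per the labels RNA was purified with a column kit for small samples, amplified as a whole transcriptome from 1.5 or 4.5 ng of total RNA, labelled with biotin and hybridised to Affymetrix Rat Genome 230 2.0 arrays. Which arrays had which amount is not stated, so the amount was not tested.

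The authors deposited robust multi-array average (RMA) values on the log2 scale, background corrected, normalised between arrays and summarised per probe set; the software version is not stated. The deposited log2 values were used as they stand, and no second normalisation was applied in the leading results. The table held 31099 probe sets, of which 57 array controls were left out and 31042 tested. Of the tested probe sets 20826 were paired with 1 gene symbol, covering 14217 genes, 436 with several symbols and 9780 with none, which are unnamed here; 20758 of the single-symbol probe sets matched the reference gene table by gene ID. Values ran from 1.43 to 14.63 log2 units. Array medians lay between 5.91 and 6.13 and array SDs between 2.05 and 2.41. Pearson correlations between arrays of the same age lay between 0.873 and 0.962, and no arrays held identical values. The log2 difference between the 3' and 5' probe sets of the GAPDH control lay between 1.12 and 2.76. The number of arrays limits the precision.

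All comparisons came from limma 3.58.1 in R 4.3.3, with 1 coefficient per age, empirical Bayes moderation and 18 residual degrees of freedom. P-values are two-sided and were adjusted by the method of Benjamini and Hochberg over the 31042 probe sets, with a threshold of 0.05. The tests were a moderated F test over the 9 ages, contrasts of stage means, P25 against E18, and the 8 steps between adjacent ages, whose counts were summed within and between stages. The stages were those of the study: stage 1 held E18, E20 and P0 with 9 arrays, stage 2 P2 and P5, stage 3 P9 and P15, and stage 4 P20 and P25, with 6 arrays each. The study drew these limits from the same arrays, so contrasts between stages are not independent evidence for them. Mid-development stands for the mean of stages 2 and 3. A probe set was counted as higher in mid-development when it passed the threshold against stage 1 and against stage 4, higher in both. For gene lists, the mid-development contrast set the mean of stages 2 and 3 against the mean of stages 1 and 4. Linear, quadratic and cubic trends were fitted on days after conception, with birth at day 22, and the term of the highest degree was tested. Coefficients of trends are in log2 units on orthogonal polynomials. Ages were also clustered by average linkage on 1 minus the correlation of the age means over the probe sets past the F test, and the 4 resulting groups were set beside the study's stages with the adjusted Rand index, which is 1 for identical groupings. Principal components were computed on all tested probe sets, centred.

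Genes were named by a rule fixed before the data were examined. For each of the 4 stage contrasts the rule took the 8 largest rises and the 8 largest falls past the threshold, 1 probe set per gene, in which every array of the higher stage lay above every array of the lower stage. It also took the 10 largest ranges across ages, the 12 largest mid-development rises, the 6 largest curvatures in each direction, up to 4 members per gene list by the size of t, all network factors and reference genes, and the marker genes with the highest mean level. Changes are given in log2 units ± the standard error of the fit. Where the median of all probe sets moved by more than 0.1 log2 units, changes are given relative to it, while the adjusted p-values belong to the changes before this correction.

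There were 17 gene lists and 15 lists of cell markers, fixed before the data were examined. The gene lists were salivary secreted proteins (15 measured genes), transporters named by the study (9), fluid secretion and calcium signalling (26), ER protein folding and XBP1 targets (44), PERK and ATF4 targets (22), regulated exocytosis and MIST1 targets (20), mitosis (37), DNA replication and G1/S (33), extracellular matrix (33), Notch and epithelial-mesenchymal transition (23), network transcription factors and markers (19), imprinted growth genes (14), salivary progenitor and bud genes (29), PPARG targets of lipid metabolism (24), oxidative phosphorylation and TCA cycle (26), glucocorticoid-induced genes (18) and reference genes (9). The marker lists were adipocyte (16), fibroblast (15), endothelium (13), erythroid (6), macrophage (12), lymphocyte and plasma cell (13), mast cell (7), skeletal muscle (20), myoepithelium and smooth muscle (11), duct (15), nerve and Schwann cell (13), cartilage and bone (9), epidermis (7), other salivary or lacrimal gland (3) and sex-linked (3). Of the measured members, 6 of the extracellular matrix list, 6 of the fibroblast list, 5 of the network list, 4 of the progenitor list, 3 of the secreted list, 3 of the myoepithelium list, 2 of the exocytosis list, 2 of the duct list and 1 each of the PERK, PPARG, oxidative, glucocorticoid and reference lists also stood in another list. The transporters and the network factors and markers were picked by the study on these samples. Each gene was taken at its brightest probe set. Lists were tested against all other genes with camera at a preset correlation of 0.01, adjusted over 160 tests of list and contrast, and again with an estimated correlation; fry was an alternative. A list of hair follicle genes was added after the data were seen.

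Correlations across arrays were tested by 100000 permutations, and over 9 age means by enumerating all orders. Deviations of arrays from their age means were permuted within ages, for 8 relations adjusted together. In weighing explanations, an r had to lie beyond its bound by more than 1 standard error of r over 27 arrays to decide against one.

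The settings varied, chosen before the data were examined, were the plain F or t test of the methods, an intensity trend with a robust prior, median centring, quantile normalisation, probe sets above the median level only, array weights, the replicate number as a replicate block, the GAPDH ratio as a covariate, 1 probe set per gene, a minimum change of 2-fold, leaving out each array, fitting only the ages compared, and other settings of trends, clustering and list tests. Added after the data were seen were leaving out P2 replicate 3 and P9 replicate 1, leaving out E18 replicate 1, E20 replicate 1, P0 replicate 1 and P5 replicate 2, and covariates from markers of muscle, epidermis and cartilage or from sex-linked genes. The methods were tested on simulated data with the same ages and the spread of the real arrays. Of 100 changed probe sets, 46 were recovered at a change of 1 log2 unit and 84 at 2 units for stage 2 against stage 1, 41 and 88 for stage 3 against stage 2, 38 and 83 for stage 4 against stage 3, 48 and 89 for stage 4 against stage 1, and 13 and 64 for P25 against E18. The same numbers were 9 and 52 for P20 against P15, 43 and 87 for higher in mid-development, 45 and 88 for the quadratic trend and 4 and 44 for the F test. False calls numbered at most 12 of 31042, and of 20 unmoved lists the list test called 1. Figures were drawn with matplotlib 3.10.9. MicroRNA measurements were not analysed here.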

Results

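Acinar cells of the parotid make the enzymes and antimicrobial proteins of serous saliva, and in the rat they fill with secretory granules over the weeks around and after birth. Transcript levels were measured on 27 arrays, 3 for each of 9 ages from E18 to P25, with 31042 probe sets per array. The ages were grouped by the study's 4 stages, whose limits the study drew on these same arrays: stage 1 with E18, E20 and P0 (9 arrays), and stage 2 with P2 and P5, stage 3 with P9 and P15 and stage 4 with P20 and P25 (6 arrays each). Changes are in log2 units ± SE from a fit to all 27 arrays. The 8 largest rises and 8 largest falls between stages were taken among genes in which every array of the higher stage lay above every array of the lower stage.

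The first question was which transcripts changed at all between E18 and P25. Wide ranges of age means were those of Smgc, a mucin-like protein of other salivary glands, which spanned 10.80 units and peaked at P9, Cst5, a cystatin (10.59), Chia, an acidic chitinase (probe set 1381318_at, 10.47), Smr3a, a secreted salivary peptide precursor (10.44), and Bpifa2, the parotid secretory protein (1367792_at, 10.44). Dnase1, a secreted nuclease (1368084_at), spanned 10.40 units, the proline-rich proteins Prpmp5 and Prb3 9.91 and 9.42, Lpo, a peroxidase, 9.50 and Pip, a protein of exocrine secretions, 9.20. Array values ran from 1.43 to 14.63 and several of these genes came near those ends, so their ranges and the order of them are approximate. Bpifa2 went from 3.71 at E18 to 10.41 at P0 and 14.16 at P25, and was already within 1 unit of its last level at P9. In all, 7611 probe sets with 4643 named genes passed the F test (24.5% of those tested, and 12170 at an unadjusted p under 0.05). The first principal component held 25.9% of the variance, of which 97.0% lay between ages, and the second 8.22%. Clustering of the age means gave the groups E18 with E20 and P0, P2 with P5 and P9, P15 with P20, and P25 alone. Against the study's stages its adjusted Rand index was 0.531, and with complete linkage the 4 groups were those stages (index 1). With average linkage, leaving out 1 array changed the groups in 10 of 27 fits. Complete linkage was not tested in this way. Without P0 replicate 3, P2 replicate 2, P5 replicate 3, P9 replicate 1, P15 replicate 2, P15 replicate 3 or any of the 3 P20 arrays, P15 joined P2, P5 and P9 and P20 stood alone (index 0.583). Without P2 replicate 1, P2 and P5 joined the earlier ages, P9 joined P15, and P20 stood alone (0.475).

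**Figure D1:**
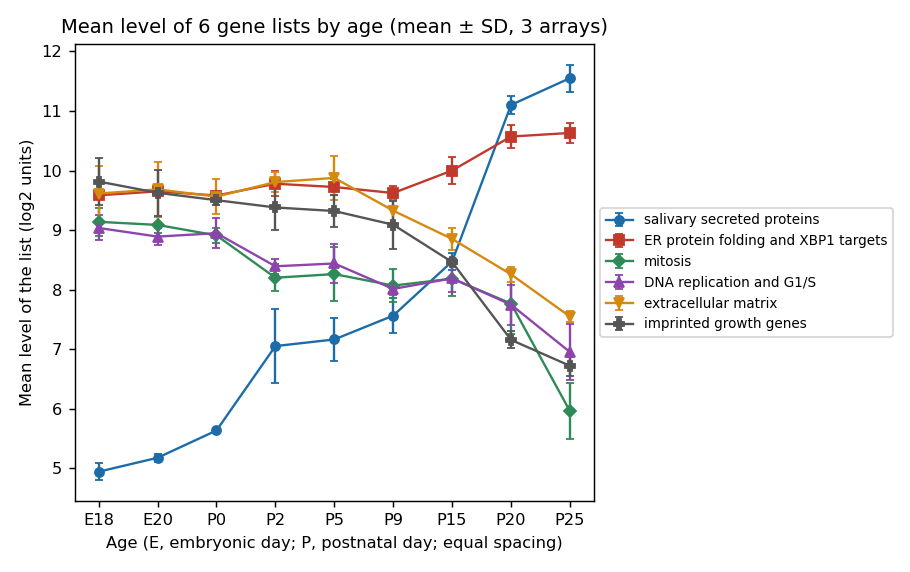
Mean log2 level of 6 gene lists at each age (mean ± SD of 3 arrays per age, ages at equal spacing). The salivary secreted proteins went from 4.95 at E18 to 11.55 at P25, while mitosis genes went from 9.14 to 5.96.

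The step from stage 1 to stage 2 asks what changed around birth. Saliva proteins were higher. Bpifa2 rose by 6.12 ± 0.22, though it had gone from 3.71 at E18 to 10.41 at P0 within stage 1. Higher as well were Pip, the prolactin-induced protein of exocrine secretions, by 5.89 ± 0.34, Prpmp5, a proline-rich protein, by 5.80 ± 0.56, and Smr3a by 5.63 ± 0.28. Amy1, salivary amylase, rose by 3.23 ± 0.41 (adjusted p = 5.87e-05). Large rises outside saliva proteins of the parotid included those of Smgc (7.30 ± 0.91) and of the hair follicle genes Tchh, which encodes trichohyalin (6.37 ± 0.65), and Krt25, a keratin of the inner root sheath (6.19 ± 0.77). Gpr15lg, a ligand made by epithelia, fell by 4.16 ± 0.40, Sox11, a transcription factor of embryonic progenitors, by 2.45 ± 0.17, and the cartilage collagens Col2a1 and Col9a1 by 3.58 ± 0.48 and 3.28 ± 0.43. Markers of cartilage and bone averaged 9.78 in E18 replicate 1 and 8.32 in E20 replicate 1, and 2 of the 9 fell (2 adjusted over the list alone, adjusted p = 0.00166, adjusted p = 0.189 with an estimated correlation).

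Of the salivary secreted proteins 5 of 15 rose (9, with 1 fall, adjusted over the list alone) and none fell, and the list rose against all other genes (adjusted p = 1.35e-10). Cell division genes went the other way: 9 of 37 mitosis genes fell and none rose (24 falls adjusted over the list alone, adjusted p = 1.00e-14), among them Aurka, a mitotic kinase (by 1.52 ± 0.31), and Cenpf, a kinetochore protein (by 0.87 ± 0.19). With E18 replicate 1, E20 replicate 1, P0 replicate 1 and P5 replicate 2 left out Aurka (-1.44 ± 0.38, adjusted p = 0.0524) and Cenpf (-0.82 ± 0.23, adjusted p = 0.0718) missed the threshold with falls within 1 SE of those before. With the muscle, epidermis and cartilage markers as covariates Aurka missed it at -1.63 ± 0.44 (adjusted p = 0.0637). DNA replication genes had 1 fall of 33 (11 adjusted over the list alone, adjusted p = 4.92e-08, adjusted p = 0.0862 with an estimated correlation). Lipid genes rose, with 12 of 24 PPARG targets (14 adjusted over the list alone, adjusted p = 5.52e-16) and 10 of 16 adipocyte markers (14 adjusted over the list alone, adjusted p = 4.61e-19). Rbp4, the retinol-binding protein, rose by 4.21 ± 0.42, Lpl, lipoprotein lipase, by 2.45 ± 0.33, and Pck1, which makes phosphoenolpyruvate for glycerol synthesis, by 6.38 ± 0.92. Of the transporters named by the study, 2 of 9 rose (5 adjusted over the list alone, adjusted p = 0.000175), with Slc12a2, the sodium-potassium-chloride cotransporter NKCC1, up by 1.08 ± 0.16. The study chose this list on these samples. Fluid secretion genes had 3 rises of 26 (5 adjusted over the list alone, adjusted p = 0.0229, adjusted p = 0.192 with an estimated correlation), led by Atp1b1, a sodium pump subunit (1.06 ± 0.14). Their list call was lost without E18 replicate 1 (adjusted p = 0.0757) and without P5 replicate 3 (0.0502). The list of network factors and markers had 6 rises and 2 falls of 19 (8 and 3 adjusted over the list alone, adjusted p = 0.000393). Its members include the saliva proteins Bpifa2 and Amy1, and 5 of the 19 stand in another list. ER folding (adjusted p = 0.0126) and matrix genes (0.0272) were higher as lists and imprinted genes lower (0.0184), none of them with an estimated correlation.

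Between stages 1 and 2, 920 probe sets with 656 named genes passed the threshold, 507 up and 413 down (4524 at an unadjusted p under 0.05). The count was 602 without P5 replicate 3, 516 with the muscle, epidermis and cartilage marker levels as covariates, 501 with Xist minus Eif2s3y as a covariate and 1666 with array weights. The balance depended on scaling, with 450 up and 464 down with arrays centred on their medians. With quantile normalisation 465 went up and 288 down.

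**Figure D2:**
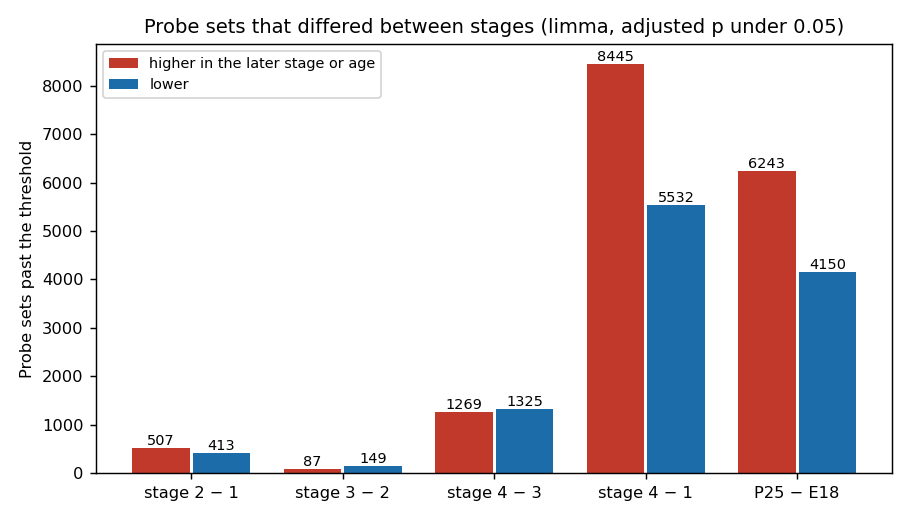
Number of probe sets past the threshold in each contrast of stages and in P25 against E18, split by direction (limma, adjusted p under 0.05). The step between stages 2 and 3 has the smallest bars, with 87 up and 149 down.

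From stage 2 to stage 3, in the second week after birth, fewer transcripts moved. Per the study's methods heads were sectioned up to P5 and dissected glands after it. Development and the change of preparation therefore cannot be told apart in this step. Stage 4 against stage 1 and P25 against E18 span the same change. Further saliva proteins rose: Smr3a by 2.90 ± 0.31, Obp2b, an odorant-binding lipocalin, by 2.19 ± 0.41, and among the listed secreted proteins Chia by 4.0 ± 0.24, Pigr, the receptor that carries IgA into saliva, by 2.58 ± 0.46, and Prb3 by 1.61 ± 0.23. Ero1b, an oxidase of the endoplasmic reticulum (ER) for disulfide bonds, rose by 1.42 ± 0.25. The falls were led by Vcan, the matrix proteoglycan versican (-2.88 ± 0.32), Bpifa1, a secreted protein of airway and mouth (-2.87 ± 0.36), Mycn, a growth-promoting transcription factor (-2.77 ± 0.50), Ntrk2, a neurotrophin receptor (-1.97 ± 0.32), and Gpc3, a glypican that limits growth (-1.89 ± 0.30). The other probe sets of Ero1b (0.43), Ntrk2 (0.05, 0.28, -0.58 and -0.88) and Gpc3 (0.19) did not pass the threshold. Of those of Vcan 3 passed (-1.51 to -2.46) and 1 did not (-1.37).

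Of the secreted proteins 5 of 15 rose (5 adjusted over the list alone, adjusted p = 4.13e-07). Lipid genes were lower, with falls in 4 of 24 PPARG targets (12 adjusted over the list alone, adjusted p = 1.00e-10), among them Retsat, the retinol saturase (-1.66 ± 0.26), and Rbp4 (-2.72 ± 0.46), and 4 of 16 adipocyte markers (10 adjusted over the list alone, adjusted p = 5.41e-10). Extracellular matrix genes had 2 falls of 33 (14 adjusted over the list alone, adjusted p = 1.03e-11). Fibroblast markers, of which 6 of 15 stand in another list, had 1 fall (4 adjusted over the list alone, adjusted p = 1.05e-05, adjusted p = 0.133 with an estimated correlation). Imprinted growth genes had 2 falls of 14 (3 adjusted over the list alone, adjusted p = 0.000326, adjusted p = 0.0911 with an estimated correlation), with Ndn, the growth suppressor necdin, at -1.25 ± 0.18. Oxidative phosphorylation genes had no single change past the threshold among 26, and 4 falls adjusted over the list alone; as a list they were lower (adjusted p = 0.000175, adjusted p = 0.368 with an estimated correlation). Progenitor (adjusted p = 0.0159), Notch and mesenchymal transition (0.0245), DNA replication (0.00981) and reference genes (0.0342) were lower as lists and fluid secretion genes higher (0.0161), none of them with an estimated correlation. Col2a1, Lpo, Akap8l, Tfcp2, Lmo4, Creb5, Prdm1 and Bmp2 also stood among the largest changes, at 1.81, 2.11, 1.64, 1.50, 1.48, -2.40, -2.36 and -2.11, but each missed the threshold in 7 or more of the 27 fits that left out 1 array.

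In this step 236 probe sets with 162 named genes passed the threshold, 87 up and 149 down (4817 at an unadjusted p under 0.05). The count was 157 without P2 replicate 2, 110 without P5 replicate 1, 139 without P5 replicate 2, 136 without P9 replicate 2, 101 without P15 replicate 2 and 111 without P15 replicate 3. It was 1157 with array weights, 121 with Xist minus Eif2s3y as a covariate and 33 with the muscle, epidermis and cartilage markers as covariates. With those markers Obp2b (2.45 ± 0.48), Mycn (-2.60 ± 0.58), Gpc3 (-1.69 ± 0.39), Prb3 (1.43 ± 0.28), Pigr (2.17 ± 0.58), Retsat (-1.70 ± 0.33) and Rbp4 (-2.41 ± 0.59) missed the threshold with changes within 1 SE of those before. Ero1b missed it at 1.02 ± 0.24, and Pigr also with only these ages in the fit (adjusted p = 0.095).

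From stage 3 to stage 4 a late set of secretory transcripts came on while imprinted growth genes went down as a list. Dnase1 rose by 8.86 ± 0.28, Prb3 by 6.97 ± 0.23, Prp15, a proline-rich protein, by 6.88 ± 0.37, and Chia by 6.38 ± 0.24. Jchain, the joining chain of secreted IgA and IgM (1383163_at), rose by 6.07 ± 0.22, Lcn1, a lipocalin of tears and saliva, by 5.52 ± 0.25, Cst5, a cystatin protease inhibitor, by 5.39 ± 0.79, and Dmbt1, a salivary agglutinin, by 5.21 ± 0.64. Jchain is weighed below as a marker of plasma cells. Lymphocyte and plasma cell markers were higher as a list in this step (1 rise of 13, adjusted p = 0.0247, adjusted p = 0.254 with an estimated correlation). Igf2, the fetal growth factor (1367571_a_at), fell by 4.58 ± 0.33 and Cdkn1c, an imprinted cell cycle inhibitor, by 3.08 ± 0.33. Agtr2, the angiotensin receptor of fetal tissue, fell by 3.30 ± 0.32 and Tcf7, a Wnt pathway transcription factor, by 3.23 ± 0.32. The other 3 probe sets of Igf2, at 4.67 to 6.58 at E18 against 11.98, did not fall (0.23 to 0.31). The other probe set of Agtr2 (-0.62) did not pass the threshold.

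Of the secreted proteins 10 of 15 rose (11 adjusted over the list alone, adjusted p = 1.81e-17). The protein-folding machinery of the ER rose with them: 25 of 44 genes of the ER folding and XBP1 list were higher and 1 lower (34 and 1 adjusted over the list alone, adjusted p = 5.66e-17). Herpud1, an ER-associated degradation factor, rose by 1.58 ± 0.18, P4hb, a protein disulfide isomerase, by 1.08 ± 0.14, and Sec61a1, the translocation channel, by 1.3 ± 0.17, though its other probe sets (0.90 and 0.27) did not pass. The PERK and ATF4 targets had 10 rises of 22 (11 adjusted over the list alone, adjusted p = 2.13e-05), among them Trib3, an inhibitor of ATF4 signalling (1.35 ± 0.21), Eif4ebp1, a translation repressor (1.35 ± 0.21), and Aldh1l2 of mitochondrial folate metabolism (2.15 ± 0.30). Regulated exocytosis genes had 5 rises and 1 fall of 20 (8 and 1 adjusted over the list alone, adjusted p = 0.021, adjusted p = 0.139 with an estimated correlation), led by Gjb1, the gap junction protein of acinar cells (2.00 ± 0.28). This list call was lost without P25 replicate 1 (adjusted p = 0.0981). Of the study's transporters 4 of 9 rose (6, with 1 fall, adjusted over the list alone, adjusted p = 0.00206, adjusted p = 0.0568 with an estimated correlation), with P2rx4, an ATP-gated channel, at 1.57 ± 0.26. Aqp5, the water channel of acinar cells, at 1.39 ± 0.36, missed the threshold without P15 replicate 2 (adjusted p = 0.05002), without P2 replicate 3 and P9 replicate 1 (1.28, adjusted p = 0.0508), and with the muscle, epidermis and cartilage markers as covariates (1.07, adjusted p = 0.0566). Fluid secretion genes had 6 rises of 26 (6 adjusted over the list alone, adjusted p = 0.0133, adjusted p = 0.156 with an estimated correlation), including the chloride channel Ano1 (1.60 ± 0.28).

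Division, matrix and imprinted growth genes fell in the same contrast of stages, but not all at the same ages. Mitosis genes averaged 8.19 at P15, 7.77 at P20 and 5.96 at P25, so their larger drop came within stage 4. Matrix genes averaged 8.85, 8.26 and 7.55. Secreted proteins averaged 8.47, 11.1 and 11.55, and imprinted genes 8.46, 7.16 and 6.72, with the larger change from P15 to P20. Mitosis genes had 22 falls of 37 (33 adjusted over the list alone, adjusted p = 1.25e-19), with Mki67, the proliferation antigen, down to -1.11 ± 0.14 and Ccnb2, a mitotic cyclin, to -1.78 ± 0.29. DNA replication genes had 15 falls of 33 (16, with 1 rise, adjusted over the list alone, adjusted p = 8.26e-09, adjusted p = 0.0753 with an estimated correlation), extracellular matrix genes 19 of 33 (26 adjusted over the list alone, adjusted p = 1.95e-18) and imprinted growth genes 10 of 14 (10 adjusted over the list alone, adjusted p = 9.33e-15). Among them were Sfrp2, a secreted Wnt modulator (-2.23 ± 0.25, and -0.64 in a probe set that did not pass), Col5a2, a fibrillar collagen (-2.23 ± 0.30), Ndn (-1.97 ± 0.18) and the imprinted RNA H19 (-2.30 ± 0.25). Fibroblast markers, of which 6 of 15 stand in another list, had 8 falls (8 adjusted over the list alone, adjusted p = 2.43e-06, adjusted p = 0.105 with an estimated correlation). Salivary progenitor genes had 7 falls of 29 (10 adjusted over the list alone, adjusted p = 0.00013), with the basal keratins Krt5 (-2.04 ± 0.39) and Krt14 (-2.05 ± 0.39). Markers of myoepithelium and smooth muscle had 4 falls of 11 (6 adjusted over the list alone, adjusted p = 0.000456, adjusted p = 0.0621 with an estimated correlation). Notch and mesenchymal transition genes had 3 falls and 1 rise of 23 (6 and 1 adjusted over the list alone, adjusted p = 0.0245, adjusted p = 0.0862 with an estimated correlation), and this list call was lost without P9 replicate 2 (adjusted p = 0.0741).

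In all, 2594 probe sets with 1716 named genes passed the threshold between stages 3 and 4, 1269 up and 1325 down (7593 at an unadjusted p under 0.05). The balance depended on scaling and level, with 1456 up and 1094 down with arrays centred on their medians and 828 up and 1417 down among probe sets above the median level. With only these ages in the fit the count was 1331.

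Stage 4 against stage 1, and P25 against E18, ask for the whole change over differentiation. The median of all probe sets was 0.19 higher in stage 4 than in stage 1 and 0.24 higher at P25 than at E18, so changes over these spans are given relative to that median. Chia was up by 10.18 ± 0.22, Cst5 by 10.07 ± 0.72, Smr3a by 9.71 ± 0.28, Dnase1 by 9.66 ± 0.25 and Lpo, the salivary peroxidase, by 8.62 ± 0.41. Gpr15lg was lower (-7.77 ± 0.40), as were Vcan (-6.26 ± 0.40), Gpc3 (-5.84 ± 0.28), Agtr2 (-5.43 ± 0.29) and Mex3a, an RNA-binding protein of progenitor cells (-5.36 ± 0.32). Another probe set of Gpc3, at 0.30 before this correction, did not fall.

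Over this span 13 of 15 secreted proteins rose (13 adjusted over the list alone, adjusted p = 5.52e-16), as did 34 of 44 ER folding genes, with 1 fall (35 and 1 adjusted over the list alone, adjusted p = 6.33e-11), and 8 of 9 transporters named by the study (8 adjusted over the list alone, adjusted p = 7.50e-05). Herpud1 was up by 2.98 ± 0.16, Ero1b by 3.14 ± 0.23, Slc12a2 by 2.30 ± 0.16 and Kcnn4, a calcium-activated potassium channel, by 3.63 ± 0.27. The fluid secretion list had 10 rises and 2 falls of 26 (11 and 2 adjusted over the list alone, adjusted p = 0.00111, adjusted p = 0.0669 with an estimated correlation). The PERK and ATF4 list had 11 rises of 22 (11, with 2 falls, adjusted over the list alone, adjusted p = 0.00371, adjusted p = 0.0538 with an estimated correlation), and the exocytosis list 10 rises and 2 falls of 20 (11 and 2 adjusted over the list alone, adjusted p = 0.0159, adjusted p = 0.12 with an estimated correlation). Falls took in 35 of 37 mitosis genes (36 adjusted over the list alone, adjusted p = 4.61e-19), 27 of 33 DNA replication genes, with 1 rise (27 and 1, adjusted p = 1.74e-11), 29 of 33 matrix genes (29, adjusted p = 2.75e-13) and 13 of 14 imprinted genes (14, adjusted p = 4.11e-11), where the second counts are adjusted over the list alone. Fibroblast markers, of which 6 of 15 stand in another list, had 8 falls as well (8 adjusted over the list alone, adjusted p = 0.00219, adjusted p = 0.305 with an estimated correlation). Cdk1, the mitotic kinase, was at -3.24 ± 0.26, Ccnd2, a G1 cyclin, at -4.60 ± 0.45 and Cdkn1c at -4.91 ± 0.30. Of 29 progenitor genes 16 fell and 5 rose (18 and 6 adjusted over the list alone, adjusted p = 0.000499), with the RNA-binding proteins Igf2bp2 (-4.45 ± 0.33) and Igf2bp3 (-3.87 ± 0.32) lowest. Of 23 Notch and mesenchymal transition genes 12 fell and 3 rose (12 and 3 adjusted over the list alone, adjusted p = 0.0196, adjusted p = 0.0753 with an estimated correlation), with the intermediate filament Vim at -1.80 ± 0.25 and Notch1 at -1.67 ± 0.26, whose other probe set did not pass.

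Of the 9 reference genes, 5 fell and 1 rose over this span (6 and 1 adjusted over the list alone), though not as a list (adjusted p = 0.0588). For Hprt1 and Tbp changes are given before correction for the median. Their falls missed the threshold with quantile normalisation (-0.42 and -0.81, adjusted p = 0.177 and 0.0662). They also missed it without the 4 arrays with the highest epidermis markers (-0.54 and -0.96, adjusted p = 0.143 and 0.0564). With the muscle, epidermis and cartilage markers as covariates they missed it at -0.84 and -0.86 (adjusted p = 0.0771 and 0.142). Both genes stayed lower in these settings. The threshold was also missed in 6 and 2 of the fits that left out 1 array. Hprt1 also missed it with array weights (-0.56, adjusted p = 0.0869) and with only these ages in the fit (-0.66, adjusted p = 0.0534). Ywhaz, a 14-3-3 adaptor, stood at -1.15 ± 0.155 and the ribosomal protein gene Rplp0, often used for normalisation, at -0.90 ± 0.14, while B2m, the light chain of class I major histocompatibility molecules, was 0.62 ± 0.18 higher. Before that correction the 3 changes were -0.95, -0.71 and 0.81, and the median of the brightest 25% of probe sets, where these genes lie, was itself lower (-0.36). Oxidative phosphorylation genes had 7 falls and 1 rise of 26 (7 and 1 adjusted over the list alone, adjusted p = 0.0733), and the 18 glucocorticoid-induced genes 4 falls and 3 rises (2 and 3 adjusted over the list alone, adjusted p = 0.993), with Klf9, a hormone-responsive transcription factor, up by 2.58 ± 0.55 and the metallothionein Mt2A at -2.85 ± 0.35.

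Between stages 1 and 4, 13977 probe sets with 7662 named genes passed, 8445 up and 5532 down (45.0% of those tested), and between E18 and P25 10393, 6243 up and 4150 down. Among probe sets above the median level the split was 2549 up and 4721 down for the stages and 1811 up and 3591 down for the ages, and the P25 against E18 count was 6829 without E18 replicate 1. With the muscle, epidermis and cartilage markers as covariates 7372 passed for the stages (3628 up, 3744 down). For the ages 4695 then passed (2086 up, 2609 down).

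The 8 steps between adjacent ages show when the change took place. The last steps had most: 286 probe sets passed from P20 to P25, of which 214 went down, and 111 from P15 to P20. The step just after birth, from P0 to P2, came next with 57. From E18 to E20, E20 to P0, P2 to P5, P5 to P9 and P9 to P15 the counts were 5, 4, 2, 9 and 19. Mitosis genes averaged 7.77 ± 0.51 (SD, n = 3 arrays) at P20 and 5.96 ± 0.47 at P25. Summed over the steps between stages the count was 177 (116 up, 61 down), and within stages 316 (86 up, 230 down). The first sum was 115 without P15 replicate 3. The second was 205 without P0 replicate 3, 201 without P15 replicate 2, 113 without P20 replicate 1, 114 without P20 replicate 3 and 514 without P25 replicate 2. Without P20 replicate 1 or P20 replicate 3 the first sum was the larger, at 141 and 134. It was also the larger with array weights (607 between and 215 within stages) and in fits to only the ages compared. With the plain test of the methods the sum within stages was 410, with 200 up and 210 down.

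A set of genes was higher in the mean of stages 2 and 3 than in stage 1 and in stage 4. Among its members were the hair follicle genes Tchh (4.86 above stage 1 and 5.12 above stage 4), Krt25 (4.85 and 4.27), Krt86 (2.37 and 2.21) and S100a3 (3.46 and 3.50), the salivary mucin Smgc (6.24 and 4.98), and the fat cell genes Plin1, a lipid droplet protein (2.89 and 2.98), Adipoq, the hormone adiponectin (2.70 and 2.47), and Cfd, adipsin (2.85 and 2.35), all relative to the median of all probe sets. At P15 Tchh (3.63), Krt25 (4.85), Krt86 (5.16), S100a3 (3.84) and Smgc (3.24) already stood within 1 unit of their levels at E18. In mid-development that median was 0.04 higher than in stage 1 and 0.12 lower than in stage 4 (-0.12). Pck1 was 5.25 and 4.80 higher, the epidermis marker Sprr1a, a cornified envelope protein, 3.59 and 3.97, and Rbp4 2.80 and 2.76. Pparg, the transcription factor of fat cell differentiation, averaged 5.56 at E18, 8.07 at P5 and 5.56 at P25 and was 1.19 above stage 1 (adjusted p = 0.00343) and 1.71 above stage 4 (adjusted p = 0.000242) before that correction. With the muscle, epidermis and cartilage markers as covariates Krt86 (1.97 ± 0.62, adjusted p = 0.0571) and S100a3 (3.15 ± 1.02, adjusted p = 0.0646) missed the threshold against stage 1, from 2.41 ± 0.50 and 3.51 ± 0.79 without them. Both still passed against stage 4 (adjusted p = 0.0153 and 0.0225).

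For gene lists the mean of stages 2 and 3 was set against the mean of stages 1 and 4, where a late fall also counts as higher and a late rise as lower. Of 24 PPARG targets 8 were higher (13 adjusted over the list alone, adjusted p = 1.49e-09), and 3 were higher against both stage 1 and stage 4. Of 16 adipocyte markers 7 were higher (11 adjusted over the list alone, adjusted p = 3.34e-11), 5 against both, and of 11 markers of myoepithelium and smooth muscle 7 (8, adjusted p = 1.35e-10), 3 against both. Of 15 fibroblast markers 7 were higher (12, adjusted p = 1.27e-11) but 0 against both. Matrix genes had 15 of 33 above that mean (23 adjusted over the list alone, adjusted p = 2.04e-19), with Nid1, a basement membrane protein, at 0.80 ± 0.11 (0.57 in another probe set, adjusted p = 0.0865) and Fbn1, fibrillin, at 1.00 ± 0.15. None was higher against both, and the list averaged 9.61 at E18, 9.33 at P9 and 7.55 at P25, which is a late fall. Imprinted genes had 7 of 14 above that mean (9, with 1 below, adjusted over the list alone, adjusted p = 9.20e-10), with the brain and fat cell gene Nnat at 2.04 ± 0.30, but none against both, and the list averaged 9.82 at E18, 9.09 at P9 and 6.72 at P25. ER folding genes had 9 of 44 below that mean (15 adjusted over the list alone, adjusted p = 6.29e-10, adjusted p = 0.0533 with an estimated correlation), but the list averaged 9.58 at E18, 9.62 at P9 and 10.63 at P25, which is a late rise. The same holds for PERK targets, with 4 below and 1 above of 22 (11 and 1 adjusted over the list alone, adjusted p = 0.000242) and averages of 7.26, 7.26 and 8.20. As lists secreted proteins were below that mean (adjusted p = 0.00134) and network factors and markers above it (0.00825). Mitosis (0.000995), Notch and mesenchymal transition (0.0245) and progenitor genes (0.0142) were above it too, these 3 not with an estimated correlation. Against both neighbours, 144 probe sets with 100 named genes were higher in mid-development and 49 lower. If passing against stage 1 and against stage 4 were unrelated, 142.6 and 303.5 would have been counted. Both contrasts share the mid-development mean, so their passes are not unrelated and these numbers are not a chance level.

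**Figure D3:**
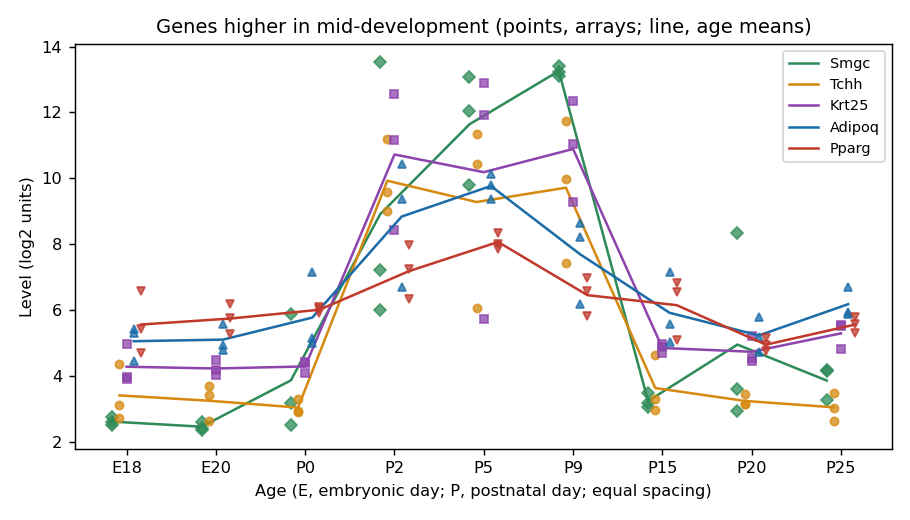
Log2 level of 5 genes that were higher in mid-development, on each array (points) and as age means (lines). Krt25 and Tchh were high on P2, P5 and P9 arrays but not on each of them, and Smgc peaked at P9.

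Trends over days after conception ask which transcripts followed a straight or a curved course. The largest upward curvatures were those of Dnase1 (coefficient 7.86 ± 1.21), Lcn1 (6.52 ± 0.67), Crabp1, a retinoic acid binding protein (5.99 ± 1.44), Tubb4a, a tubulin (5.72 ± 1.36), and Jchain (5.59 ± 0.74). Downward curvature was largest in Smgc (-13.97 ± 3.15), Pck1 (-10.78 ± 2.28), Tchh (-10.25 ± 2.45) and Adh1c, an alcohol and retinol dehydrogenase (-10.12 ± 1.12). Bpifa2 stood at -9.94 ± 1.38, but its level at P25, 14.16, lay near the highest value on any array, 14.63, so saturation was not excluded as a cause of its curvature. Crabp1 missed the threshold without P25 replicate 1 (adjusted p = 0.0548), and the other probe set of Adh1c (-1.83) did not pass. Of those of Tubb4a 1 passed (2.00) and 1 did not (2.05), and Tubb4a missed the threshold with the muscle, epidermis and cartilage markers as covariates (5.02, adjusted p = 0.054). A linear trend passed in 14435 probe sets (8858 up and 5577 down, 2579 and 4769 among probe sets above the median level), a quadratic term in 1171 (522 upward and 649 downward, 919 and 523 with arrays centred on their medians) and a cubic term in 21. The cubic count moved by more than 1.5 times in 12 of the 27 fits that left out 1 array and ranged from 7 to 24.

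The list of network transcription factors and markers was compared last. It also holds Tcf3, which the study used in transfections but left out of its network. Xbp1, which expands the ER of secretory cells (1371249_at), was 2.16 ± 0.19 higher in stage 4 than in stage 1 relative to the median of all probe sets, and Bhlha15 (MIST1), a factor of serous acinar cells (1387212_at), 3.68 ± 0.33. Nupr1, a stress-induced chromatin protein, was up by 4.57 ± 0.52, Ppargc1a, a coactivator of PPARG, by 1.87 ± 0.28 and the granule GTPase gene Rab3d by 1.41 ± 0.25. Lower were Tead2, an effector of the Hippo pathway (-4.02 ± 0.22), Sox11 (-3.82 ± 0.17), Plag1, a growth-promoting zinc finger factor (-3.73 ± 0.26), and Egr1, an immediate-early factor (-2.32 ± 0.24). Of the 19 members 9 rose and 5 fell (9 and 5 adjusted over the list alone, adjusted p = 0.402). The study chose the list on these samples. Prdm1 was at -1.73 ± 0.51 (adjusted p = 0.0182), but missed the threshold in 3 settings, given here before correction for the median. It was at -0.85 without the 4 arrays with the highest epidermis markers (adjusted p = 0.147) and at -1.26 with array weights (adjusted p = 0.0839). With the muscle, epidermis and cartilage markers as covariates it was at -0.73 (adjusted p = 0.329). Klf4, a factor of stem cells and epidermis, was at -1.33 ± 0.64 (adjusted p = 0.152). The ER stress factor Atf6, at 0.55 ± 0.25, missed the threshold in 3 of the fits that left out 1 array and with those covariates (0.83 before correction for the median, adjusted p = 0.0939). The adjusted p-values here belong to the changes before correction, which were -1.54 for Prdm1, -1.14 for Klf4 and -0.52 for Pparg. Pparg was at -0.71 ± 0.30 (adjusted p = 0.166), Tcf3 at -0.32 ± 0.23, Rxra at -0.39 ± 0.44 and Rara at -0.39 ± 0.26, none past the threshold. From E18 to P25 Xbp1 rose by 2.47 ± 0.29 and Bhlha15 by 4.18 ± 0.51 relative to the median, and by 2.72 (6.58-fold) and 4.42 (21.4-fold) before that correction.

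Xbp1 and Bhlha15 rose together. Over the 27 arrays their levels correlated with r = 0.935 and rho = 0.955 (permutation p = 1e-05 for each, the smallest 100000 permutations can give), and without the 2 arrays farthest from the median of Xbp1 r was 0.925. The arrays cluster by age, so the relation was also taken within ages: deviations from the age means had r = 0.557 (permutation p = 0.0235, adjusted p = 0.0376 over 8 relations) and rho = 0.640 (p = 0.00396, adjusted p = 0.0104), and r = 0.534 without the 2 farthest arrays (p = 0.023). Over the 9 age means r was 0.977 (exact p = 1.10e-05) and rho 0.967 (exact p = 0.000165).

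**Figure D4:**
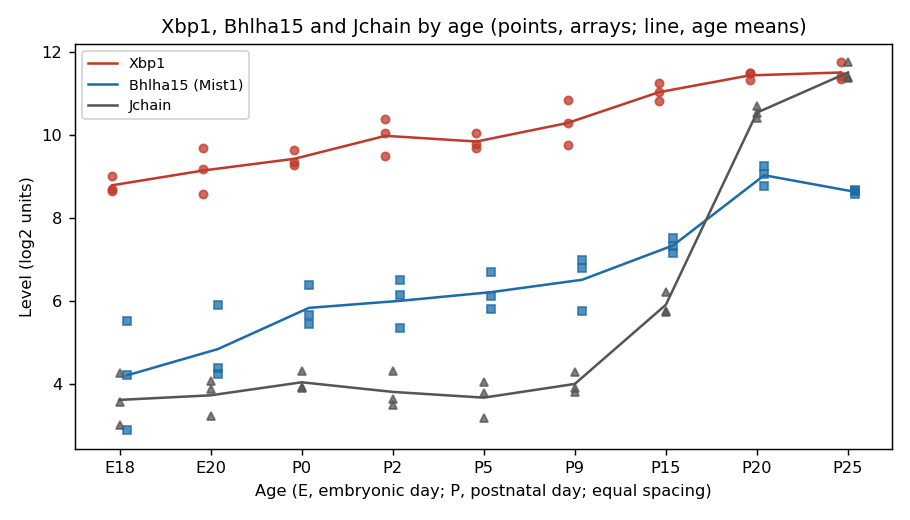
Log2 level of Xbp1, Bhlha15 and Jchain on each array (points) and as age means (lines). Xbp1 was 1.17 above its stage 1 mean at P9, when Jchain was 0.21 above its own. Jchain reached 11.49 at P25.

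Markers of other tissues were high on some arrays. Skeletal muscle markers averaged 11.1 on P9 replicate 3, 10.3 on E18 replicate 1 and 10.1 on E20 replicate 1, against 4.88 on P15 replicate 2. Epidermis markers averaged 9.07 on E18 replicate 1, 8.69 on E20 replicate 1, 8.24 on P0 replicate 1 and 10 on P5 replicate 2, where the epidermal keratin Krt1 stood at 13.4, 13.2, 12.6 and 13.3. The list test called neither list between stages 1 and 4. Muscle markers had 4 rises and 3 falls of 20 (adjusted p = 0.806), and epidermis markers 1 rise of 7 (0.751). Their mean changes were -0.63 and -1.18, while SDs within an age reached 2.64 at E18 for muscle and 2.39 at E20 for epidermis. A fall of either list is therefore not excluded. Cartilage and bone markers had 3 falls of 9 and a mean change of -1.59 (adjusted p = 0.122). Endothelium markers had 1 rise and 2 falls of 13 (adjusted p = 0.701), macrophage markers 1 fall of 12 (0.91), erythroid markers 1 rise and 2 falls of 6 (0.676), and nerve markers 2 rises and 2 falls of 13 (0.981). Fibroblast markers did fall (adjusted p = 0.00219, adjusted p = 0.305 with an estimated correlation), and 8 of 13 lymphocyte and plasma cell markers rose (adjusted p = 0.000539, adjusted p = 0.0753 with an estimated correlation). In stage 2 against stage 1 the endothelium (adjusted p = 0.00159) and macrophage markers (0.0167) were higher as lists, and also in mid-development (0.00134 and 0.00653), none of these with an estimated correlation. Fibroblast (adjusted p = 1.68e-05), lymphocyte and plasma cell (0.0133) and mast cell markers (0.0245) were higher as lists in stage 2 as well. None of them was with an estimated correlation (adjusted p = 0.141, 0.192 and 0.164). Between stages 2 and 3 endothelium (adjusted p = 0.043) and mast cell markers (0.0213) were lower as lists. Lymphocyte and plasma cell markers were higher in that step (adjusted p = 0.0329), and mast cell markers in mid-development (0.00951). With an estimated correlation these 4 calls were lost (adjusted p = 0.419, 0.153, 0.28 and 0.102). Xist, the RNA of the inactive X chromosome, was above 8 on 12 arrays, and Eif2s3y, a gene of the Y chromosome, above 6 on 14. On P0 replicate 3 both were below. The sexes were uneven between ages, with Xist high on 3 of 3 arrays at P5 and on 0 of 3 at P0 and at P25. The sex-linked list, of 3 genes, had no call between stages 1 and 4 (adjusted p = 0.84). Its mean was 5.99 on E18 replicate 1, where Xist was high, and 5.95 on E20 replicate 1, where Eif2s3y was high. The list test therefore cannot show whether the sexes were balanced between stages.

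**Figure D5:**
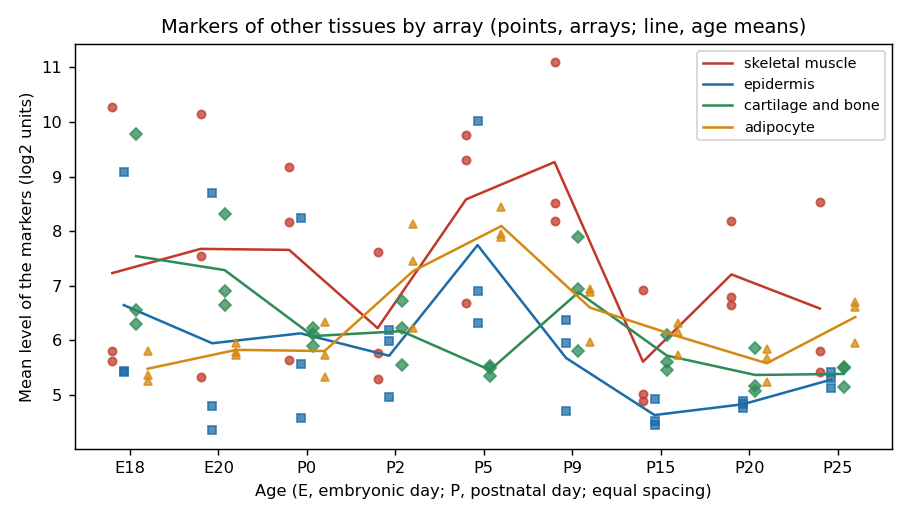
Mean log2 level of the markers of 4 other tissues on each array (points) and as age means (lines). Single arrays stand out within an age, such as P9 replicate 3 for muscle at 11.1 and P5 replicate 2 for epidermis at 10.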

Values the study reported

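The study reported 2656 differentially expressed mRNAs over the 9 ages at a false discovery rate of 0.05. For neighbouring stages it gave 604 between stages 1 and 2, 124 between stages 2 and 3 and 992 between stages 3 and 4, and for stages 1 and 4 it gave 3506. A quadratic course was assigned to 430 mRNAs and a cubic one to 18, and a cluster with its peak in mid-development held 106. Mist1 rose 21-fold and Xbp1 6.5-fold from the earliest to the latest age, and the levels of both genes had a correlation of 0.97.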

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

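Leaving out named arrays together and taking tissue markers or sex-linked genes as covariates were tests chosen only after the data were seen. Over all settings except leaving out 1 array, single genes and gene lists kept their direction and their side of the threshold in 8264 tests, no longer passed in 447, newly passed in 171 and turned in 28. Each of the 28 turns came from another probe set of the same gene, and the cause was not tested. Between stages 1 and 2 this was Itga9 (0.0196). Between stages 2 and 3 the genes were Tfcp2 (-0.69), Lmo4 (-0.0087 and -0.067), Ntrk2 (0.051 and 0.28) and Gpc3 (0.19). Between stages 3 and 4 they were Igf2 (0.27, 0.31 and 0.23), Dclk1 (0.047), Vamp2 (-0.85, adjusted p = 0.0476), Cdh1 (0.16) and Sox4 (0.50 and 0.10). Between stages 1 and 4 they were Gpc3 (0.30), Lama5 (0.36), Cdh1 (0.18), Pgk1 (0.13) and Igf2 (0.45, 0.71 and 0.58, adjusted p = 0.0266, 0.000441 and 0.0049), and in mid-development Vamp2 (0.48), Kif23 (-0.27), Cdh1 (-0.080) and Igf2 (-0.20, -0.11 and -0.036).

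With fewer probe sets tested, fewer could pass, though not every count was lower: among probe sets above the median level 53 were lower in mid-development and 26 had a cubic trend. There the F test gave 4927, stage 4 against stage 1 7270, P25 against E18 5402 and the linear trend 7348, and the first principal component held 30.8% of the variance. With 1 probe set per gene the F test gave 4277, stage 3 against stage 2 129, stage 4 against stage 3 1647, stage 4 against stage 1 6896, P25 against E18 5241, adjacent ages within stages 196, the linear trend 7024 and the quadratic trend 771. A minimum change of 2-fold, which removes smaller changes by construction, left 1550 for stage 4 against stage 3, 5732 for stage 4 against stage 1, 6983 for the linear trend, and 90 higher and 6 lower in mid-development. With fewer arrays, in fits to only the ages compared, there were 1331 for stage 4 against stage 3, 2267 for P25 against E18, and 46 between and 10 within stages for adjacent ages. Without E18 replicate 1, E20 replicate 1, P0 replicate 1 and P5 replicate 2 the F test gave 4894, P25 against E18 6293 and adjacent ages within stages 172, and without P2 replicate 3 and P9 replicate 1 the cubic trend gave 12.

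For the other settings the cause was not tested. Array weights gave 1666 for stage 2 against stage 1, 1157 for stage 3 against stage 2, 6922 for P25 against E18, 607 for adjacent ages between stages and 91 lower in mid-development. Median centring gave 209 within stages and 83 lower in mid-development. Muscle, epidermis and cartilage markers as covariates gave 4236 for the F test, 516 for stage 2 against stage 1, 33 for stage 3 against stage 2, 7372 for stage 4 against stage 1, 4695 for P25 against E18 and 23 lower in mid-development. Xist minus Eif2s3y as a covariate gave 501 for stage 2 against stage 1, 121 for stage 3 against stage 2 and 146 within stages. The cubic trend gave 10 with the methods' plain test and 50 as a contrast in the age model. Scaling each probe set gave an adjusted Rand index of 0.719 and complete linkage one of 1, and quantile normalisation put 24.6% of the variance on the first component. With an estimated correlation 38 of 160 list tests passed, against 83.

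The replicate number as a replicate block gave 13 for the cubic trend. The labels pair no arrays. After removing age means, 7, 2 and 2 of the 36 pairs of arrays with the same number correlated above 0.1, and 18 of 27 arrays correlated best with 1 of their own number.

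Leaving out 1 array gave 6829 to 10691 for P25 against E18, 602 to 1123 for stage 2 against stage 1, 101 to 295 for stage 3 against stage 2, 115 to 215 between and 113 to 514 within stages for adjacent ages, 7 to 24 for the cubic trend, an index of 0.475 to 0.583 for the grouping and 24.5% to 27.3% for the first component. The cubic count was 12 without E18 replicate 2, P2 replicate 1, P15 replicate 3 or P25 replicate 1, 10 without P0 replicate 3, P2 replicate 3 or P5 replicate 2, 13 without P2 replicate 2, 11 without P5 replicate 3 or P20 replicate 3, 8 without P20 replicate 1 and 7 without P15 replicate 2. Other ranges stayed within 1.5 times: 5970 to 7894 for the F test, 1784 to 2751 for stage 4 against stage 3, 11825 to 14240 for stage 4 against stage 1, 116 to 179 higher and 33 to 61 lower in mid-development, 12676 to 14918 linear, 824 to 1322 quadratic, 78 to 85 list tests and 0.929 to 0.950 for Xbp1 with Bhlha15. Between stages 1 and 4 the median change was 0.42 among the dimmest 25% of probe sets and -0.36 among the brightest 25%. Whether limited signal over background in dim probe sets had a part in this was not tested.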

Other observations

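Markers of cell types beside the acini changed too, and whether they came from other cells on the caps or from the acinar cells was not tested for the lists in this and the next paragraph. By the study's methods each cap was inspected by microscope and kept only if free of other cells. That step was meant to remove cells such as the fat, hair follicle, epidermis, muscle and plasma cells weighed below. Even so, Krt1 stood at 13.3 on P5 replicate 2, and skeletal muscle markers averaged 11.1 on P9 replicate 3. The inspection therefore does not exclude RNA of such cells. The tests on Prdm1, Klf4 and Xbp1 were chosen only after the result was seen, and the hair follicle list was added after the data were seen. Cd74, the invariant chain of class II molecules, averaged 5.85 at E18 and 10.43 at P15 and was 3.32 ± 0.45 higher in stage 4 than in stage 1 (adjusted p = 7.47e-06). RT1-Ba, a class II chain, averaged 3.49 at E18 and 8.14 at P25 (F test, adjusted p = 0.000176), while another of its probe sets did not pass that test (adjusted p = 0.122). Of 13 lymphocyte and plasma cell markers 8 rose between stages 1 and 4 and none fell (8 adjusted over the list alone, adjusted p = 0.000539, adjusted p = 0.0753 with an estimated correlation). Cpa3, a mast cell protease, went from 9.40 at P5 to 3.98 at P20, and Cma1, a mast cell chymase, from 8.80 at P0 to 4.45 at P20. As a list the mast cell markers had 1 rise and 2 falls of 7 between stages 1 and 4 (1 and 2 adjusted over the list alone, adjusted p = 0.326). Changes between stages here are before correction for the median of all probe sets, 0.19 between stages 1 and 4.

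Contractile genes of myoepithelium and smooth muscle peaked after birth, with Acta2, smooth muscle actin, at 7.68 at E18, 11.14 at P2 and 8.64 at P25. Between stages 1 and 2, 5 of 11 such markers rose (6 adjusted over the list alone, adjusted p = 7.39e-08), though 3 of the 11 stand in another list. Duct markers had 9 rises and 2 falls of 15 between stages 1 and 4 (10 and 2 adjusted over the list alone, adjusted p = 0.0969). As a list they were higher in stage 2 than in stage 1 (2 rises, 7 adjusted over the list alone, adjusted p = 0.000123, adjusted p = 0.041 with an estimated correlation) and in mid-development (3 rises, 5 adjusted over the list alone, adjusted p = 0.00027, adjusted p = 0.0528 with an estimated correlation). Egf, a growth factor made in rodent ducts that the rule for naming genes did not take and that was chosen after its values were seen, averaged 4.49 at E18 and 10.57 at P25. The simple keratin Krt19 was lower in stage 4 than in stage 1 (-2.32 ± 0.28, adjusted p = 1.92e-06). The basal keratin Krt5 was lower as well (-3.06 ± 0.36, adjusted p = 1.13e-06). Of the 3 markers of other salivary or lacrimal glands 2 rose between stages 1 and 2 (3 adjusted over the list alone, adjusted p = 1.11e-05). Hbb, a haemoglobin chain, averaged 12.86 at E18 and 10.33 at P15.

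Pparg and lipid genes were higher in mid-development. The PPARG targets outside the adipocyte list had a median change of 0.57, which met the bound set for a general rise of these targets, but their deviations from the age means followed those of the adipocyte markers (r = 0.708, permutation p = 0.00152). RNA of adipocytes captured with the acini may therefore contribute, and it stays open: the 16 adipocyte markers had a median change of 0.73 with Fabp4, an abundant one, at 8.59 at E18, 11.48 at P5 and 8.44 at P25. Deviations of Pparg from its age means had r = 0.194 with those markers (permutation p = 0.527), which lies under the bound set against this source, but by less than its spread. A rise of lipid genes within acinar cells and RNA of fat cells cannot be told apart for Pparg, since both call for higher targets at the same ages.

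Genes of skin appendages and epidermis varied between arrays. Tchh, Krt25, Krt86, S100a3 and Mt4 followed the other hair follicle genes within ages (r = 0.849, permutation p = 2e-05), whose 9 measured members had a median mid-development change of 1.09 with 1, Krt33b, past both tests, so hair follicles captured with the acini are a candidate source. Mt4 missed the threshold in 12 of the 27 fits that left out 1 array. Deviations of Prdm1 followed those of the epidermis markers (r = 0.676, permutation p = 0.0127, and 0.563 with p = 0.0549 without the 2 farthest arrays), and so did those of Klf4 (r = 0.773, permutation p = 0.00221), so RNA of epidermis may contribute to both, while r of Prdm1 with the muscle markers was 0.185 (permutation p = 0.504), which leaves muscle open. No biological explanation was tested for these genes.

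Xbp1 and Jchain were both higher in stage 4, and Xbp1 is also abundant in plasma cells. Xbp1 had reached 49.9% of its rise by P9 (P9 against E18 1.50, adjusted p = 0.00405), when Jchain was 0.21 above its stage 1 mean (adjusted p = 0.648). That share lies just short of the 50% set as the bound, by less than its spread, so the bound does not decide. Xbp1 was 1.17 ± 0.24 above its stage 1 mean at P9, of a rise of 2.35 by stage 4. By P15 Xbp1 had reached 81.3% of its rise and Jchain 29.3%. The larger part of the rise of Xbp1 thus came ahead of that of Jchain. RNA of plasma cells could still have part in the rise of Xbp1. Deviations of the 2 genes had r = -0.351 (permutation p = 0.159).

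Other splits of the same arrays show whether chance can be excluded as the source of the counts. In 100 splits each, the real one included, only the real split (1 of 100) gave as many probe sets for the F test (7611, highest other 166), stage 2 against stage 1 (920, highest other 104), stage 3 against stage 2 (236, highest other 18), stage 4 against stage 3 (2594, highest other 299) and stage 4 against stage 1 (13977, highest other 555). The same held for adjacent ages between stages (177, highest other 135), the linear trend (14435, highest other 1), the quadratic trend (1171, highest other 5) and the cubic trend (21, highest other 1). For adjacent ages within stages 2 of 100 splits gave as many (316, highest other 400), so chance can be excluded for these counts at a share under 0.05. How the split that gives 400 was composed was not looked at. For mid-development the real split alone (1 of 100) gave as many higher (144, highest other 0) and lower (49, highest other 0), but 142.6 and 303.5 would pass against both neighbours if the passes were unrelated. Both contrasts share the mid-development mean, so their passes are not unrelated and these numbers are not a chance level. Setting the counts beside them cannot decide whether the changes against stage 1 and against stage 4 overlap by chance. For P25 against E18 the 10 splits are too few for such a share, with 10393 for the real split and 11 for the highest other.

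The F test here passed 7611 probe sets. That is higher than the count quoted from the study above. Stage contrasts gave 2594 probe sets for stages 3 to 4 and 13977 for stages 1 to 4. These are higher than the counts quoted from the study above. Stages 1 to 2 gave 920 and stages 2 to 3 gave 236, with 501 to 1666 and 33 to 1157 over the other settings. Both are higher than the counts quoted from the study above, which lie within the ranges of the settings. The study counted mRNAs, and whether each stands for 1 probe set is not stated. With 1 probe set per gene stages 1 to 2 gave 688 and stages 2 to 3 gave 129. The F test then gave 4277, stages 3 to 4 1647, stages 1 to 4 6896 and the quadratic term 771. All of these are nearer to the study's counts and still higher. Whether probe sets were filtered before the study's tests is not stated. The quadratic term passed in 1171 probe sets. That is higher than the count quoted from the study above.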
